A study of Homo sapiens with 28 samples.

How the data were processed

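Total RNA from HEK293T cells with and without s4U was extracted with Trizol, treated with DNase and cleaned on beads, per the labels' protocols. It was then converted with the chemistry named for each sample and made into stranded total-RNA libraries with a low-input kit, per the labels. What differed between drop-out and improved handling is not described there beyond the names and the series' design text.

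The authors deposited a table of counts: the number of reads for each combination of library, aligner, settings code, contig, gene, transcript, intronic flag, number of T-to-C mismatches and number of T positions. Per the table's own column, the reads were aligned with HISAT-3N (settings D), HISAT2 (D, ML and VL) or STAR (D, ML and VL). The labels define neither the settings codes nor the aligners' versions, the genome build, the annotation, the trimming or any masking of variants. The other values in the deposited count table, the numbers of T-to-C mismatches and of T positions per read, are given by the authors as whole numbers. No build is named, so no coordinates are printed, and chromosomes are those of the table.

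The authors also deposited degradation rate constants from bakR for each handling, the log2 fold change between handlings and its adjusted p-value, per the labels. The direction of that deposited log2 value was found from the rate constants: improved over drop-out handling, within 0.352 of the log2 ratio of the 2 constants. The other values of that deposited table, the authors' rate constants, have no stated time unit. How the authors adjusted the p-values is not stated in the labels. Of its 2568 transcript names, 2432 matched a symbol of the reference gene list. That list held no Ensembl identifiers, so the gene identifiers of the count table could not be paired with symbols.

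Samples were grouped by chemistry, handling and label from the titles and characteristics. Of the 28 samples in the series, the 18 of the 3 chemistries with both handlings were analysed, and the 10 of 5 other chemistries were not analysed here. The test of chemistries, planned over 8, was therefore run over 3, and the planned comparison of oxidants was not run. HISAT-3N D was the main alignment by a rule set before the data were examined: the conversion-aware aligner. Depth ran from 1935777 to 9962345 reads per library. Reads that name no gene made up 17.5% to 41.5% of a library and entered the shares of all reads but no gene test. Same-group replicates differed by more than sampling noise (chi-square over its degrees of freedom 2.13 to 8.68), so none was counted as a duplicate.

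Per library, the converted share was the percent of reads with at least 1 T-to-C mismatch and the intronic share the percent of reads marked intronic. Intervals for shares are 95% Wilson intervals. Handling differences were averaged over chemistries and tested two-sidedly by exact permutation within chemistry (216 arrangements for 12 labelled libraries, 8 for 6 unlabelled ones and 8000 for all 18). Chemistries were compared with an exact one-way permutation test (90 arrangements). Alignments were compared by exact sign flips over 12 libraries (4096 arrangements). Adjusted p-values are Benjamini-Hochberg.

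Gene counts were exonic reads summed per gene, filtered with filterByExpr (12449 of 24678 genes), scaled by TMM and fitted with edgeR's quasi-likelihood model over the 12 groups. All 18 libraries shared the estimate of the spread, because 6 groups held a single library. Contrasts were averaged over the chemistries. Standard errors are the fold change over the root of F. The converted share of a gene was tested with edgeR on converted and unconverted reads, with a term per library, in genes with at least 50 exonic reads in each labelled library. The decile gap used genes with at least 100 exonic reads in each of the 18 libraries and CPM of the exonic total. A mixture of 2 binomial components was fitted to T-to-C numbers per read, with the background rate of the unlabelled library, to estimate the share and the mutation rate of new reads.

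Genes named in the text follow a rule set before the data were examined: largest change among genes with an adjusted p under 0.05, the same sign in each chemistry and a mean of at least 100 exonic reads per library. The rule asked for 3 in each direction, and 2 are given because identifiers without symbols were limited to 2. The converted shares and unconverted reads of the risen genes, and the grouping of genes by their converted share, were looked at only after these genes had been seen. The 40 short-lived and 35 long-lived genes could be tested only in the authors' rate constants. How the authors counted reads that fit more than 1 gene is not stated.

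Each gene test was also run on simulated counts, after the fits to the real ones, with 200 genes changed by a known factor. The factor was a log2 change of 2, or a log2 odds ratio of 1 for the converted share, in equal numbers up and down. For labelling under DO, 171 of the 200 were recovered over 11833 genes and 5% of calls were in error. For labelling under IH, 187 were recovered over 11848 genes with 10.1% in error. For handling, 186 were recovered over 11831 genes with 5.1% in error. For the interaction, 153 were recovered over 11815 genes with 6.71% in error, and for the converted share 176 over 1992 genes with 4.35% in error. The real handling tests called far more genes, 10033 of 12449 in counts and 1639 of 1992 in converted share, the latter all upwards. The simulated error rates for these 2 tests therefore do not carry over to the real calls. The mixture fit returned the share of new reads within 3.04% and the mutation rate within 2.49% of the simulated values in 4 settings.

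Alternatives covered the minimum of T-to-C mismatches, intronic reads, reads off the contigs that carry ribosomal DNA (chromosome 21 and 2 unplaced contigs), the 6 other alignments, subtraction of the unlabelled library, DESeq2's size factors and Wald test, the filter on low counts, limma, the replicate number as a block, and leaving out each labelled library. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and the data.table package, version 1.17.8. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pyarrow 21.0.0.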

Results

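Nucleotide-recoding RNA sequencing was carried out in HEK293T cells, an established human embryonic kidney line. In this assay, cells take up 4-thiouridine (s4U), which is built into RNA made during the labelling period. A chemical treatment of the isolated RNA then makes the s4U positions read as C, so that new RNA is recognised by T-to-C mismatches. Cells received 100 µM s4U for 2 h or no s4U. The count data covered 3 conversion chemistries: sodium periodate with trifluoroethylamine at pH 5.2 (NaIO4 and TFEA), iodoacetamide, and osmium tetroxide with ammonia (OsO4 and NH3). Each chemistry was run on RNA from drop-out handling (DO) and from improved handling (IH), with 2 labelled libraries and 1 unlabelled library per combination. This gave 12 groups and 18 libraries, of which 12 were labelled and 6 were not. Single unlabelled libraries have no replicate error of their own.

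Each read in the deposited count table carried its number of T-to-C mismatches, its number of T positions, its gene and whether it was intronic. With the conversion-aware aligner HISAT-3N, the labelled DO libraries held 2302209 to 5813077 aligned reads and the labelled IH libraries 2129372 to 4707058. The unlabelled libraries held 1935777 to 3064410 reads under DO and 3183772 to 9962345 under IH. At these depths the 95% Wilson interval of a library's converted share extended at most 0.0658 percentage points to either side, and that of its intronic share at most 0.0647. These intervals cover counting error only, because reads are not independent molecules.

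The first comparison asked how handling changed the recovery of converted reads, defined as reads with at least 1 T-to-C mismatch. In the NaIO4 and TFEA libraries, 19.8% ± 4.27 (SD, n = 2) of reads were converted under DO and 46.0% ± 2.40 (SD, n = 2) under IH. For iodoacetamide the shares were 19.3% ± 3.71 (SD, n = 2) and 41.4% ± 1.99 (SD, n = 2). For OsO4 and NH3 they were 22.1% ± 4.13 (SD, n = 2) and 55.0% ± 4.42 (SD, n = 2). The 6 DO libraries ranged from 16.7% to 25%, below the range of the 6 IH libraries, 40% to 58.2%. Averaged over the chemistries, the share was 27.1 percentage points higher under IH (two-sided exact permutation test within chemistry, p = 0.00926, the smallest value its 216 arrangements allow). The differences by chemistry were 26.1, 22.0 and 33.0 points in the same order, where 2 libraries against 2 cannot give an exact p below 0.333. The 3 differences were not distinguishable from each other (exact permutation test, p = 0.373).

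Unlabelled libraries gave the background of the same measurement. Under DO their converted shares were 3.28% for NaIO4 and TFEA (95% Wilson CI 3.26 to 3.30), 5.17% for iodoacetamide (5.15 to 5.20) and 3.71% for OsO4 and NH3 (3.69 to 3.74). Under IH they were 2.75% (2.74 to 2.76), 3.07% (3.05 to 3.09) and 2.41% (2.40 to 2.43), a mean change of -1.31 points (exact permutation test, p = 0.25, the smallest possible with 8 arrangements). Subtracting the matching unlabelled library gave a handling difference of 28.4 points. The definition of the reads moved the difference most: it was 13.3 points without intronic reads and 42.5 points in intronic reads alone, with an exact permutation p of 0.00926 each time.

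**Figure D1:**
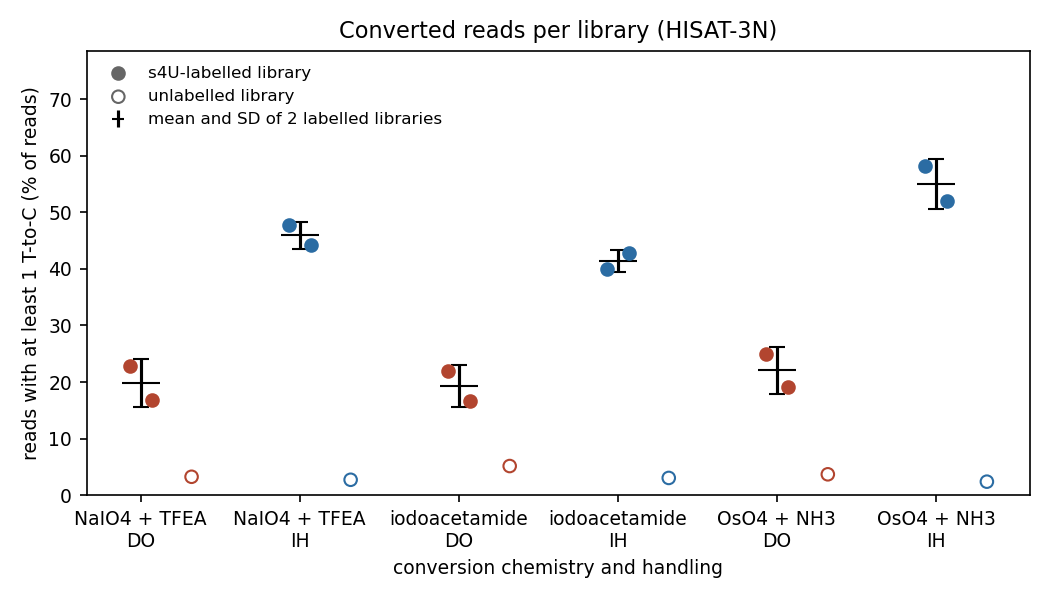
Percent of aligned reads with at least 1 T-to-C mismatch (vertical axis) in each of the 18 libraries, by conversion chemistry and handling (horizontal axis); filled points are labelled libraries, open points unlabelled ones, and crosses the mean and SD of 2 labelled libraries. The labelled DO libraries lie between 16.7% and 25%, all below the labelled IH libraries at 40% to 58.2%.

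The conversion chemistries were compared within IH. The OsO4 and NH3 libraries had a converted share 13.7 points above the iodoacetamide libraries. The one-way exact permutation test over the 3 chemistries gave p = 0.0667, the smallest value that its 90 arrangements allow, so this test could not reach 0.05. Converted IH reads carried 4.38 ± 0.64 T-to-C mismatches (SD, n = 2) with OsO4 and NH3, 2.95 ± 0.12 (SD, n = 2) with iodoacetamide and 2.86 ± 0.26 (SD, n = 2) with NaIO4 and TFEA. The OsO4 mean was 1.43 mismatches above the iodoacetamide mean, and the one-way exact permutation test over the 3 chemistries gave p = 0.2. The 5 other chemistries named in the labels, with 10 libraries, were not analysed here.

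The share of intronic reads was compared in the same way, because introns are short-lived. It was 22.3% ± 0.75 (SD, n = 2) under DO and 38.0% ± 0.83 (SD, n = 2) under IH for NaIO4 and TFEA. Iodoacetamide gave 25.6% ± 0.68 (SD, n = 2) and 36.3% ± 0.22 (SD, n = 2). With OsO4 and NH3 it was 25% ± 1.09 (SD, n = 2) and 43.3% ± 2.74 (SD, n = 2). The mean difference was 14.9 points (exact permutation test, p = 0.00926), and it did not differ detectably between chemistries (p = 0.116 by exact permutation). The unlabelled libraries moved by 16.6 points, from 22.9%, 25.8% and 23.5% under DO to 39.5%, 41.9% and 40.6% under IH (exact permutation test, p = 0.25). Over all 18 libraries the difference was 15.4 points (exact permutation test within chemistry, p = 0.00025, the smallest of 8000 arrangements). After subtraction of the matching unlabelled library, the handling difference of the labelled libraries changed direction, to -1.70 points (exact permutation test, p = 0.204). On average 63.3% of the intronic gene reads of labelled DO libraries, and 9.47% under IH, lay on chromosome 21 and 2 unplaced contigs that carry ribosomal DNA. Off these contigs the intronic share was 14.3% ± 2.00 under DO and 39% ± 3.89 under IH (SD, n = 6), a mean difference of 24.7 points (exact permutation test, p = 0.00926).

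**Figure D2:**
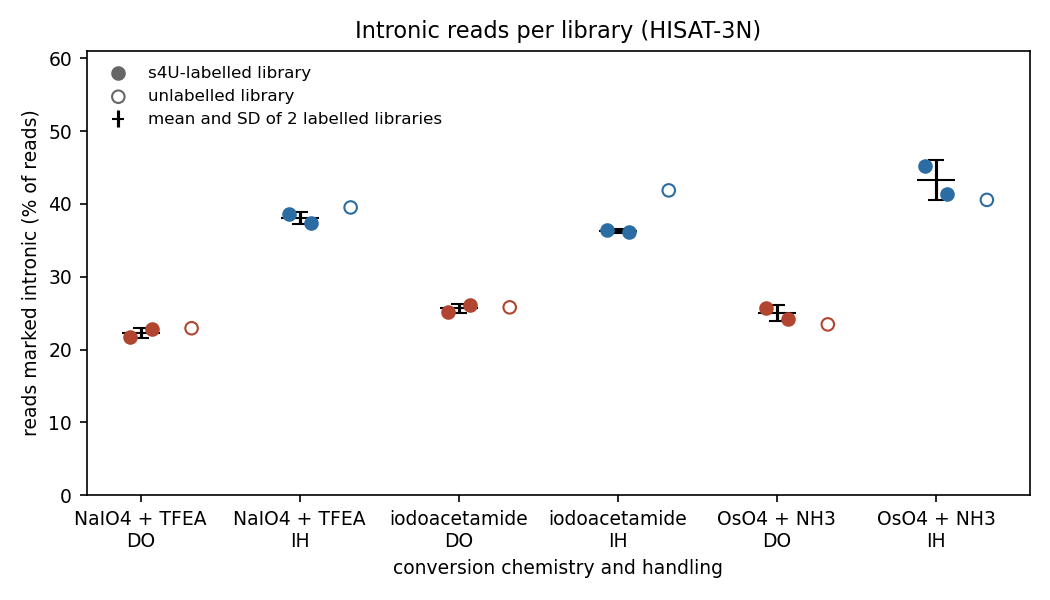
Percent of aligned reads marked intronic (vertical axis) in each of the 18 libraries, by conversion chemistry and handling (horizontal axis); filled points are labelled libraries, open points unlabelled ones, and crosses the mean and SD of 2 labelled libraries. Unlabelled libraries lie at 22.9% to 25.8% under DO and at 39.5% to 41.9% under IH, beside the labelled ones.

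Handling also changed where reads aligned. Chromosome 21 and the 2 unplaced contigs, which carry ribosomal DNA copies in the human assembly, took 28.1% to 44.9% of reads in labelled DO libraries and 6.49% to 15.3% in labelled IH libraries. The unlabelled ranges were 30.8% to 42.7% and 7.64% to 10.2%. Over all 18 libraries this share fell by 26.8 points under IH (exact permutation test, p = 0.00025). Reads also held 9.76 more T positions on average under IH (exact permutation test, p = 0.00025).

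The effect of the alignment on T-to-C recovery was tested by comparing 6 other combinations of aligner and settings with HISAT-3N in the same 12 labelled libraries. The settings codes D, ML and VL are those of the deposited table and are not defined there. The mean converted share was 33.9% with HISAT-3N. With HISAT2 the mean difference was -11.7 ± 5.38 points (SD) under D and -7.11 ± 2.54 points (SD) under ML, lower, in 12 of 12 libraries each. With STAR the differences were -3.97 ± 0.79 (D), -3.69 ± 0.65 (ML) and -3.65 ± 0.64 points (VL), again in 12 of 12 libraries. Exact sign-flip permutation tests gave p = 0.000488 for each of these, the smallest of 4096 arrangements, and 0.000586 after Benjamini-Hochberg adjustment over the 6 tests. HISAT2 under VL gave a share 3.85 ± 3.59 points (SD) higher, in 10 of 12 libraries (exact adjusted p = 0.00586). In the unlabelled libraries HISAT2 VL raised the share by 10.3 points, and the STAR combinations raised it by 0.738 to 0.867 points, opposite in direction to the labelled libraries.

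The number of aligned reads changed less regularly. HISAT2 D aligned -5.52% ± 7.84 (SD) relative to HISAT-3N, with fewer reads in 10 of 12 libraries (exact sign-flip permutation test, adjusted p = 0.0229), and HISAT2 ML 2.98% ± 5.33 more (adjusted p = 0.0845). HISAT2 VL aligned 9.34% ± 3.99 more reads in 12 of 12 libraries (adjusted p = 0.00293). STAR aligned 7.64% to 8.27% more in 10 of 12 libraries (exact sign-flip permutation test, adjusted p = 0.0146), counting reads it did not place uniquely. With STAR D these made up 16.7% of reads in labelled DO libraries and 5.62% in labelled IH ones, against 0% with HISAT-3N. A gain in uniquely placed reads is therefore not shown. Without intronic reads the HISAT2 D difference changed direction, to 8.73%.

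**Figure D3:**
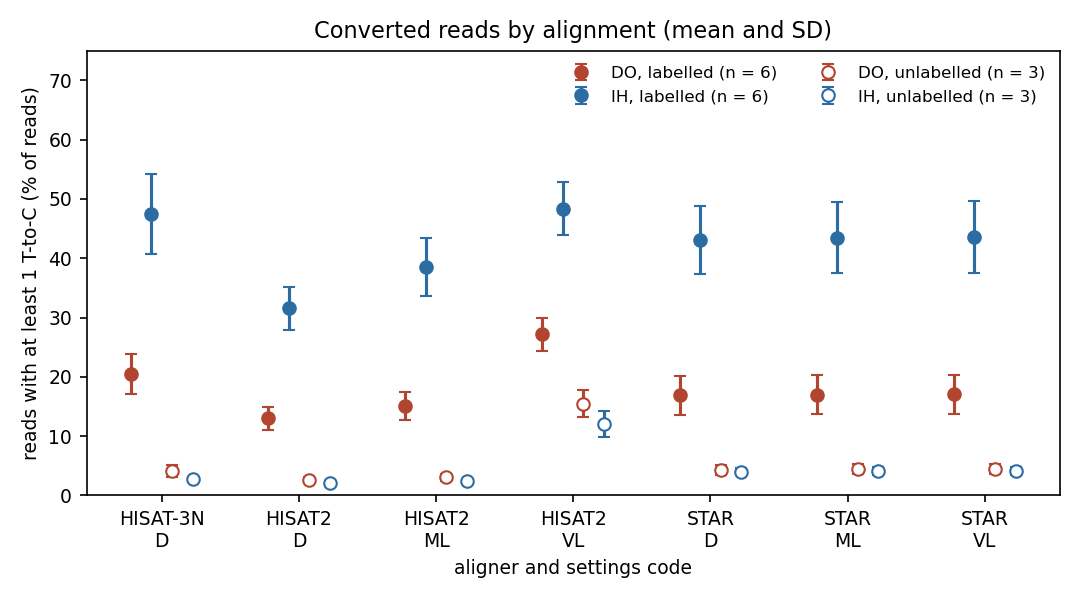
Percent of reads with at least 1 T-to-C mismatch (vertical axis) under each of the 7 aligner and settings combinations (horizontal axis), as mean and SD over 6 labelled or 3 unlabelled libraries per handling. The unlabelled mean with HISAT2 VL is 15.5% under DO and 12% under IH, against 4.06% and 2.74% with HISAT-3N.

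Gene counts were then compared between handlings over 12449 genes with enough exonic reads, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. In labelled libraries 10033 genes differed, 5813 higher and 4220 lower under IH. In the unlabelled libraries the same contrast gave 8975 genes, 5149 higher and 3826 lower. Of the genes that differed, 8565 were called in both. The changes correlated across genes (Spearman rho = 0.936; genes are not independent replicates), and 98.8% of the genes called in labelled libraries changed in the same direction in unlabelled ones. Counting all reads of a gene moved the number called in labelled libraries most, to 12278 of 15397 genes tested.

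Genes are given by the identifiers of the table, which does not pair them with symbols. The largest rises under IH among genes with a mean of at least 100 exonic reads per library were those of ENSG00000232931 and ENSG00000174501, both on chromosome 2. ENSG00000232931 rose from 4.58 ± 4.00 to 138 ± 17.6 CPM (SD, n = 6), a log2 change of 5.14 (SE 0.27, edgeR adjusted p = 3.28e-13). CPM here are exonic counts scaled to the TMM-adjusted library size. ENSG00000174501 rose from 3.47 ± 2.01 to 125 ± 14.3 CPM (SD, n = 6), a log2 change of 5.11 (SE 0.26, edgeR adjusted p = 2.6e-13). These sizes rest on few DO reads, 1 to 12 per labelled library for ENSG00000232931 and 0 to 7 for ENSG00000174501. Leaving out single libraries moved the log2 changes from 4.68 to 5.52 and from 4.67 to 6.96, and in intronic reads they were 2.66 and 2.33, with both genes called each time. The largest falls were those of ENSG00000201185 on chromosome 6 and of ENSG00000200488 on chromosome 2. Their log2 changes were -5.38 (SE 0.28, edgeR adjusted p = 3.29e-13) and -3.52 (SE 0.29, edgeR adjusted p = 3.47e-10). Labelled DO libraries varied widely in both. ENSG00000201185 fell from 190 ± 207 to 2.99 ± 2.22 CPM (SD, n = 6), with 2 to 11 reads per labelled IH library. ENSG00000200488 fell from 740 ± 658 to 57.1 ± 16.1 CPM (SD, n = 6). The unlabelled means moved likewise (SD, n = 3). ENSG00000232931 went from 3.76 ± 2.13 to 131 ± 6.01 CPM, and ENSG00000201185 from 159 ± 190 to 3.0 ± 2.85 CPM.

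**Figure D4:**
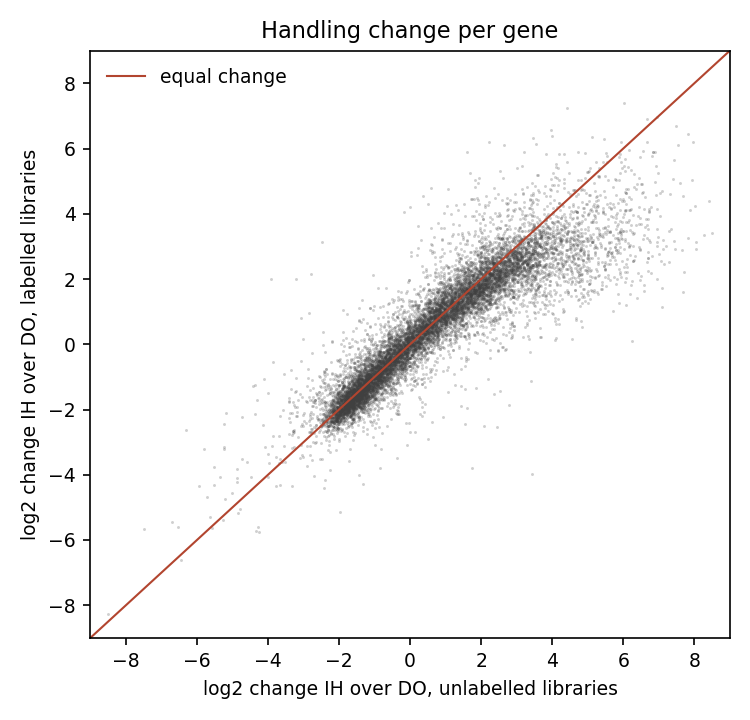
Log2 change of each of 12449 genes from DO to IH, averaged over 3 chemistries, in labelled libraries (vertical axis) against unlabelled libraries (horizontal axis); the line marks equal change. The points follow the line, with a Spearman rho of 0.936 across genes.

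Labelled and unlabelled libraries were compared within each handling to ask which genes changed in counts with s4U. Under DO 27 of 12449 genes differed in edgeR's test, 15 higher and 12 lower in labelled libraries, and 1352 genes had an unadjusted p under 0.05. Under IH 28 genes differed, 22 higher and 6 lower, with 918 at an unadjusted p under 0.05. Of these, 9 genes were called under both handlings, all in the same direction. They are the 9 genes called higher under DO with 60.4% to 92.9% of their labelled exonic reads converted. Across all tested genes the changes under the 2 handlings correlated weakly (Spearman rho = 0.117). In edgeR's test without a replicate term, no gene passed for the interaction between label and handling, where 914 had an unadjusted p under 0.05, while DESeq2 called 3. The DO count rested on single libraries: it was 208 without replicate 1 of the labelled iodoacetamide DO libraries. Without that library the interaction gave 17 genes and the IH count was 57.

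Under both handlings the gene with the largest eligible rise was ENSG00000225630 on chromosome 1. Its log2 change was 3.10 under DO (SE 0.27, edgeR adjusted p = 9.9e-07) and 3.10 under IH (SE 0.25, edgeR adjusted p = 2.25e-07). Next came ENSG00000229344 under DO, at 1.81 (SE 0.19, edgeR adjusted p = 9.57e-06), and ENSG00000248527 under IH, at 1.99 (SE 0.18, edgeR adjusted p = 9.67e-07), both on chromosome 1. None of these 3 was called in the HISAT2 or STAR alignments that tested it, where the log2 change of ENSG00000225630 was 0.08 to 0.50 over both handlings. In HISAT-3N alignments 88.3% ± 4.00 of the reads of ENSG00000225630 were converted in labelled DO libraries and 89.1% ± 2.52 in IH ones (SD, n = 6). The shares over all exonic gene reads were 13.7% and 27.3%. The largest falls under DO were those of ENSG00000255717 on chromosome 11, with a log2 change of -1.10 (SE 0.21, edgeR adjusted p = 0.0166), and ENSG00000155090 on chromosome 8, with -1.03 (SE 0.20, edgeR adjusted p = 0.0205). Under IH they were those of ENSG00000177606, with -0.85 (SE 0.15, edgeR adjusted p = 0.0101), and ENSG00000116584, with -0.78 (SE 0.15, edgeR adjusted p = 0.0187), both on chromosome 1. Each of these 4 falls lost its call when some single libraries were left out.

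The converted share was tested gene by gene in 1992 genes with at least 50 exonic reads in each labelled library. With edgeR's quasi-likelihood test on converted and unconverted reads, 1639 genes (82.3%) changed with handling, all of them upwards under IH. The median gene had 10.6% converted reads under DO and 21.5% under IH, a median log2 odds ratio of 1.09. By chemistry, 915 genes changed with NaIO4 and TFEA, 932 with iodoacetamide and 1039 with OsO4 and NH3, all upwards. These 3 counts rested on 2 libraries per group: they fell to 305 without NaIO4 and TFEA DO replicate 2, 238 without iodoacetamide DO replicate 2 and 388 without OsO4 and NH3 IH replicate 1. The order of genes was largely shared between handlings (Spearman rho = 0.824 across genes). ENSG00000124788 on chromosome 6 had the largest eligible change, from 16.4% ± 12.3 to 62.8% ± 7.55 converted reads (SD, n = 6; log2 odds ratio 3.15, SE 0.38, edgeR adjusted p = 4.26e-11). ENSG00000075702 on chromosome 19 followed, from 10.7% ± 3.74 to 46.1% ± 4.89 (SD, n = 6; log2 odds ratio 2.87, SE 0.32, edgeR adjusted p = 5.71e-12). Leaving out single libraries moved the log2 odds ratio of ENSG00000124788 from 2.78 to 4.18 and that of ENSG00000075702 from 2.73 to 3.07. Requiring 200 reads in each library left 363 genes, of which 308 changed.

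A direct measure of the loss of labelled RNA compared the counts of rapidly and slowly replaced transcripts. For each labelled library, the median log2 ratio to its unlabelled library was taken over the 91 genes with the highest turnover and over the 91 with the lowest, out of 911. Turnover was the background-subtracted converted share in IH libraries of the 2 other chemistries. The difference, called the decile gap here, was -0.22 ± 0.20 under DO and -0.25 ± 0.09 under IH (log2, SD, n = 6). The handling difference of -0.03 was within the spread between replicates (exact permutation test, p = 0.787). The gaps of the 6 DO libraries ranged from -0.49 to 0.00, and those of the IH libraries from -0.36 to -0.12. Leaving out a single library moved the handling difference between -0.09 and 0.04, and its sign changed in 4 of 12 such fits.

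**Figure D5:**
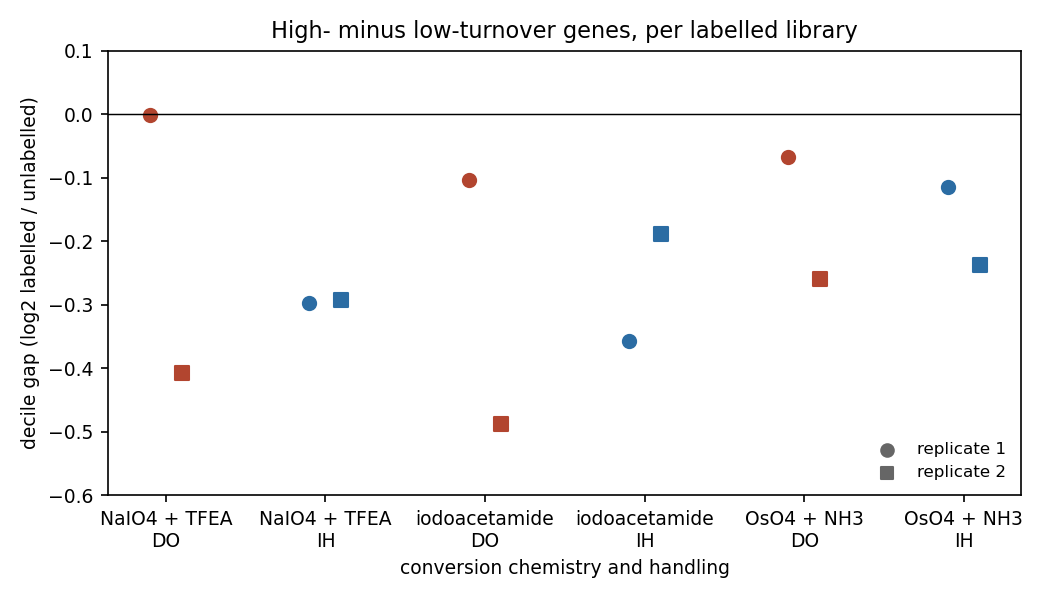
Decile gap (log2, vertical axis) of each of the 12 labelled libraries by conversion chemistry and handling (horizontal axis); circles are replicate 1 and squares replicate 2. Replicate 1 lies at -0.10 to 0.00 and replicate 2 at -0.49 to -0.26 under DO, and the 6 IH libraries lie at -0.36 to -0.12.

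The authors' deposited table of degradation rate constants compared the handlings for 1600 transcripts with iodoacetamide, 2262 with OsO4 and NH3, and 2209 with NaIO4 and TFEA. In the authors' deposited table the median rate constant rose from 0.0354 under DO to 0.0833 under IH with iodoacetamide. The corresponding medians in the authors' deposited table were 0.0411 and 0.0998 with OsO4 and NH3, and 0.0430 and 0.102 with NaIO4 and TFEA. The time unit is not stated. At an adjusted p under 0.05, the authors' deposited table held 805, 1099 and 1177 changed transcripts in that order, of which 782, 1089 and 1162 were higher under IH. Among the 1471 transcripts given for all 3 chemistries, the authors' deposited table called 538 in each of them, 532 higher and 6 lower.

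A list of 40 genes with short-lived transcripts and one of 35 with long-lived transcripts had been fixed before the data were examined. Only 4 of the short-lived list were in the authors' deposited table, with a median log2 change of the rate constant of -0.46 (iodoacetamide), -0.42 (OsO4 and NH3) and -0.14 (NaIO4 and TFEA). The long-lived list had 28, 27 and 28 members in the authors' deposited table, with medians of 0.85, 1.09 and 1.23, of which 17, 20 and 22 were called higher and 1 lower each time. For JUN the authors' deposited table gave log2 changes of -0.98, -0.85 and -0.63 with adjusted p of 0.000294, 0.00253 and 0.00867. For MYC the authors' deposited table gave -0.24, -0.26 and -0.22 with adjusted p of 0.485, 0.435 and 0.511. GAPDH was not analysed here.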

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

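The tests of the fraction of converted reads lost and of the gain of unconverted reads were chosen only after the result was seen.

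For 3 of the 6 alternative alignments, the change of the converted share against HISAT-3N differed between handlings in a direct test of that difference in percentage points (exact permutation, p = 0.00926 each, 0.0185 adjusted over 6). HISAT2 D lowered the share of labelled libraries by more under IH: the change was -7.4 ± 1.5 points under DO and -15.9 ± 4.23 under IH (SD, n = 6), a difference of -8.51. With HISAT2 ML the changes were -5.27 and -8.95 points, a difference of -3.68. With HISAT2 VL they were 6.80 and 0.90 points, a difference of -5.90. The STAR combinations showed differences of -0.829 (D), -0.575 (ML) and -0.559 (VL), with exact permutation p of 0.0648, 0.12 and 0.12. That holds for the share alone: the percent change in the number of converted reads did differ between handlings with STAR, by 19.2 (D), 20 (ML) and 20 points (VL), and after subtraction of the matching unlabelled library the share changes differed by -1.86, -1.55 and -1.52 points (exact permutation test, p = 0.00926 for each of these 6). The cause was not tested for STAR.

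A candidate explanation for HISAT2 D and ML is a constant fractional loss, which takes more points from a library that starts with more converted reads. Counted as a percent change of the number of converted reads, HISAT2 D changed them by -36.8% under DO and -39.5% under IH, a difference of -2.68 points (exact permutation test, p = 0.481). HISAT2 ML changed them by -22.5% and -17.3%, a difference of 5.17 points (exact permutation test, p = 0.102). A dependence of this loss on handling could have shown in this test and did not. The test does not show that such a loss gives the differences in points. The share also depends on how many unconverted reads each alignment gained or lost, which was not tested. It stays open whether reads with more mismatches are lost more often, since mismatches per read and handling move together.

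For HISAT2 VL, reads that gain a T-to-C mismatch without s4U were tested as the cause. Such a gain exists, since the unlabelled libraries rose by 11.4 points under DO and 9.24 under IH. Only unconverted reads can gain, so the gain expected in a labelled library was taken as its unconverted share at the rate of its unlabelled library, 9.50 points under DO and 5.08 under IH. Subtracting it left changes of -2.70 ± 0.92 and -4.18 ± 0.88 points (SD, n = 6) and a difference between handlings of -1.47 (exact permutation test, p = 0.0463, unadjusted). Subtracting the whole change of the unlabelled library instead left a difference of -3.71 points (exact permutation test, p = 0.00926, unadjusted). The gain may therefore be the larger part of the difference of -5.90 points only where it is limited to unconverted reads. The remainder of -1.47 points argues against the gain as the whole cause only narrowly. That remainder rests on the assumption that unconverted reads of labelled and unlabelled libraries gain at the same rate. Since the same reads were aligned each time, sequencing depth, batch and the cells are the same on both sides of each change, and no biological explanation was tested.

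Dixon's test found no library outside its group of 6 in the converted share, the intronic share, the mismatches per converted read, the converted share of exonic reads or the decile gap.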

How the results depend on the processing

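The settings that restricted the handling differences to gene reads or to reads off the ribosomal DNA contigs, or expressed converted shares per T position, and the checks of conversion measures against replicate numbers, were chosen only after the result was seen; the other settings were fixed before the data were examined. Over 28 results, 291 settings were run: 232 left the direction and the side of the threshold as they were, 47 moved a value or count, 11 changed a direction and 1 brought a result past its threshold.

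The handling difference in converted share stayed positive with an exact permutation p of 0.00926 in all 16 settings apart from the block, from 13.3 to 42.5 points for shares of reads, and 2.96 and 1.29 for mismatches per 100 T positions of all and of exonic gene reads. The handling difference in intronic share ran from 8.85 to 24.5 points over alignments and was 14.4 of gene reads and 24.7 off the ribosomal DNA contigs. Subtracting the unlabelled library reversed it to -1.70 points (exact permutation p = 0.204), to -0.527 of gene reads (exact permutation p = 0.685) and to -2.15 off these contigs (exact permutation p = 0.222), because the unlabelled libraries rose by as much.

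In unlabelled libraries the STAR differences reversed to 0.738 (D), 0.842 (ML) and 0.867 points (VL); the cause was not tested. Without intronic reads the change of aligned reads reversed to 8.73% for HISAT2 D and passed the threshold at 13.5% for HISAT2 ML; the cause was not tested.

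The decile gap under IH moved by more than its SD in every other alignment: -0.47 (HISAT2 D), -0.40 (HISAT2 ML), -0.34 (HISAT2 VL), -0.35 (STAR D), -0.36 (STAR ML) and -0.35 (STAR VL). The cause was not tested. The handling difference of the gap ran from -0.16 to -0.00147 over 11 settings and passed no threshold. Leaving out 1 library reversed it in 4 fits: to 0.0406 without NaIO4 and TFEA DO replicate 1, 0.0371 without iodoacetamide DO replicate 1, 0.000948 without iodoacetamide IH replicate 1, and 0.00495 without OsO4 and NH3 DO replicate 1.

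Gene counts for labelling depended on the setting. Under DO the 27 genes became 97 without a filter, 10 in intronic reads, 90 with HISAT2 D, 56 with HISAT2 ML and 53 with DESeq2, and were 18 to 32 in the others apart from the block. Among these DO calls, lower genes outnumbered higher ones with HISAT2 D (69 against 21), HISAT2 ML (42 against 14) and each STAR setting (17 against 7). The same held in intronic reads (6 against 4) and with the block (33 against 31). In the remaining settings higher genes were more numerous, as in the main fit, such as 21 against 6 with DESeq2's size factors in edgeR. Under IH the 28 genes became 50 without a filter, 47 in intronic reads, 102 with HISAT2 D, 14 with HISAT2 ML, 16 with HISAT2 VL, and 8, 8 and 8 with STAR D, ML and VL. The interaction went from 0 genes to 10 without a filter, 1 with HISAT2 D and 3 with DESeq2, and stayed 0 in the others apart from the block. Dropping the filter doubled the genes tested to 24678; for the other settings the cause was not tested, apart from the placement of converted reads given under other observations. The number of genes changed by handling stayed between 8679 and 12278 in 13 settings. Genes with a changed converted share numbered 2897 of 4084 with at least 20 reads and 308 of 363 with at least 200, which follows from the number tested, and 1583 to 2450 otherwise.

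At an adjusted p under 0.01, the authors' deposited table called 529 (iodoacetamide), 617 (OsO4 and NH3) and 750 transcripts (NaIO4 and TFEA), 1896 in total, against 3081 at 0.05, as a stricter threshold must; requiring a log2 change of at least 1 left 2869.

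Leaving out each labelled library in turn gave these ranges. Where a group was left with 1 library, it was assumed to vary like the other groups. Labelling under DO called 17 to 208 genes and under IH 15 to 57, handling 9553 to 10075, the interaction 0 to 17 and the converted share 1492 to 1785. The largest values under DO and of the interaction came without iodoacetamide DO replicate 1. Labelling under DO called 83 genes without NaIO4 and TFEA DO replicate 2 or OsO4 and NH3 DO replicate 2, 51 without iodoacetamide DO replicate 2, and 17 without either iodoacetamide IH or either OsO4 and NH3 IH replicate. Labelling under IH called 57 without either iodoacetamide DO replicate, 16 without either NaIO4 and TFEA IH replicate, and 15 without iodoacetamide IH replicate 2 or either OsO4 and NH3 IH replicate. The interaction gave 5 genes without iodoacetamide DO replicate 2. The cause was not tested. The handling difference in converted share was 26.0 to 28.1 points, in intronic share 14.2 to 15.5 and in decile gap -0.0946 to 0.0406. The gap under DO was -0.29 to -0.15 and under IH -0.28 to -0.22. The chemistry difference in converted share was 10.6 to 16.8 points and in mismatches per converted read 0.98 to 1.88. Of 328 settings for the 14 results of named genes, 271 kept the call, 57 lost it and 0 changed direction.

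Replicate numbers are shared between the handlings, so a replicate block was run as well. It gave 64 genes for labelling under DO, 42 under IH, 10049 for handling, 3 for the interaction and 1706 for the converted share. With the block, handling differences of 27.1 points in converted share and 14.9 in intronic share had an exact permutation p of 0.0312, the smallest of 64 arrangements, and that of -0.03 in decile gap had 0.844. In gene counts, same-numbered DO and IH libraries deviated from their group means without correlation (r of -3.97e-05 to 0.00576 across genes). Gene by gene, correlations stayed low for the log2 odds of converted reads (0.00629 to 0.0257) and for mismatches per converted read (-0.00214 to 0.0724). These values do not establish a pairing. In whole libraries, the converted share and the share of new exonic reads were higher in replicate 1 in 5 of 6 groups (exact sign-flip permutation p = 0.0625 and 0.0938). Both went the other way in the iodoacetamide IH libraries, by -2.82 and -2.05 points. The number of mismatches did follow the replicate number throughout. Replicate 1 exceeded replicate 2 in 6 of 6 groups in mismatches per 100 T of new exonic reads (by 1.09 to 2.07) and per converted read (by 0.172 to 0.908; exact sign-flip permutation p = 0.0312 each, the smallest of 64). A shared origin across handlings is therefore not excluded. With the block, the handling difference of 1.91 mismatches per 100 T of new exonic reads had an exact permutation p of 0.0312.

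The gene list tests in the count table (camera, fry and their alternatives) and the oxidant comparison with its alternatives were not run. HISAT-3N was used here with settings D only. At 836654 to 4604325 exonic gene reads per library, the minimum of reads set how many genes were tested for the converted share, 4084 at 20 reads and 363 at 200. The effect of depth itself was not tested.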

Other observations

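The tests of loss of labelled RNA, of ribosomal DNA contigs, of T positions in the converted share, of a preparation difference, of the overlap of calls between handlings, of shared input, of replicate depth and of the placement of converted reads were chosen only after the result was seen; the other tests were set beforehand.

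The lower converted share under DO may have more than 1 cause. If labelled RNA had only been lost, with its mutations intact, new intronic reads would be lost most. Off the ribosomal DNA contigs, the intronic percent of gene reads in the 6 labelled DO libraries would then be 5.23% on average, 3.80% to 7.13% by library. It was 14.1% ± 1.9 (SD, n = 6), beside 13.9% in the unlabelled DO libraries. This argues against loss as the whole cause only under the assumptions of the prediction. The prediction takes the unlabelled DO libraries as RNA without loss and the share of new reads before loss from the IH libraries. The same percent was 44.0% in unlabelled IH libraries, so intronic reads differed between handlings without s4U. The share of new intronic reads from IH libraries may therefore not hold for DO. The decile gap was not used here, because it differed between the DO replicates. Dilution by reads on the ribosomal DNA contigs is excluded as the whole cause, since reads off these contigs had a handling difference of 32.4 points (exact permutation test, p = 0.00926). Fewer T positions per read are excluded likewise, by a difference of 1.29 mismatches per 100 T positions in exonic gene reads.

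An explanation that the data could have excluded and did not is a lower number of T-to-C changes per new read under DO, as part of the cause. In the mixture fit, new exonic reads carried 5.41 ± 1.16 mismatches per 100 T under DO and 7.32 ± 1.58 under IH (SD, n = 6), a difference of 1.91 (exact permutation test, p = 0.00926). The share of new reads, which the fit estimates apart from their mismatch rate, differed as well. It was 13.5% ± 2.84 against 27.4% ± 2.79 in exonic reads (SD, n = 6), a difference of 13.8 points (exact permutation test, p = 0.00926). Within this fit, that argues against fewer changes per new read as the whole cause. Preferential loss of the most heavily labelled molecules would also lower mismatches per new read and stays open.

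Handling changed gene counts in libraries without s4U almost as in labelled ones, so loss of labelled RNA is excluded as the whole cause of those changes (Spearman rho = 0.936 across genes). A difference in preparation or batch that travels with handling may be the larger part: 98.8% of genes called in labelled libraries had the same sign in unlabelled ones. Whether that is the handling itself or a batch cannot be told apart, because each handling may be a batch of its own. The T content of a gene's reads correlated with its change (rho = 0.669 in labelled and 0.645 in unlabelled libraries), but after removing a smooth trend on it the 2 sets of changes still correlated at 0.867. Of 60 random splits of the labelled libraries within chemistry, the real one included, 1 gave as many changed genes, the real one, and the largest other count was 4747, so chance in the division of libraries is excluded.

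The rise of the intronic share under IH appeared without s4U. Loss of labelled RNA under DO would have left a positive difference after subtracting the unlabelled libraries, and that difference was -1.70 points, and -2.15 off the ribosomal DNA contigs. Fewer reads on the ribosomal DNA contigs do not account for it either, since the intronic percent of reads off these contigs rose by 25.4 points over all 18 libraries (exact permutation test, p = 0.00025). No biological explanation was tested.

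Most genes that rose with labelling in HISAT-3N alignments were made of converted reads. Of the 22 called higher under IH, 16 had 66.9% to 95.4% of their labelled exonic reads converted, and the other 6 had 10.5% to 23.1%. For those 6, placement of converted reads by the aligner is excluded as the cause: in HISAT2 VL their median log2 change was 0.84, against 0.76 with HISAT-3N, and 6 of 6 were called in each of the 6 other alignments. For the 16, placement may account for the rise: their median log2 change fell from 2.20 with HISAT-3N to 0.73 in HISAT2 VL, where 1 was called, and none was called in the 5 other alignments, which tested 5 to 10 of them. Under DO 9 of the 15 genes called higher had 60.4% to 92.9% converted reads, with medians of 2.10 and 0.78 and 4 called in HISAT2 VL.

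The 3 genes named for their rise carry the same mark. Without s4U they already had more converted reads than other genes. Their mean by handling was 8.85% to 37.5% in unlabelled libraries, where all exonic gene reads had 2.56% to 3.57%. A converted read on these genes therefore need not mark new RNA. ENSG00000225630 had 16.1 ± 5.01 unconverted CPM in labelled DO libraries (SD, n = 6) and 15.7 ± 2.72 in unlabelled ones (SD, n = 3). These CPM are of the exonic total, without TMM scaling. Over ENSG00000225630, ENSG00000229344 and ENSG00000248527 and both handlings, the log2 change of unconverted reads lay between -0.309 and 0.0773. A candidate explanation is that HISAT-3N, which ignores T-to-C mismatches when it aligns, places converted reads of similar sequences elsewhere on these genes. A rise made only of new RNA would also be converted, but would have to be absent from the other alignments. Where such reads would come from was not tested.

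The labelling calls were set against other splits of the same libraries into labelled and unlabelled ones, 27 in all. Under IH 1 split, the real one, gave 28 genes and the others gave 0, so chance alone is excluded as their source. Under DO 4 of 27 splits gave as many as the real 27, so by this count chance is not excluded. Of the 3 other splits, 2 follow the replicate number: calling replicate 1 of every chemistry unlabelled gave 874 genes, and replicate 2 gave 683, so this count also holds the difference between replicates and not chance alone. For the 9 genes called in the same direction under both handlings chance is excluded: 1 of 27 splits of the DO libraries, the real one, shared that many with the IH calls, and the others shared 0 in the same direction. These 9 are the genes called higher under DO with 60.4% to 92.9% converted reads, and under IH they are among the 16. For such genes placement of converted reads by the aligner may account for the rise, so excluding chance does not show a response to labelling. For the interaction the count was 0 in edgeR without a replicate term (914 at an unadjusted p under 0.05, 3 in DESeq2), which 40 of 40 splits had to reach, so the splits say nothing about it. For the gene-level change of the converted share, 1 of 60 splits gave as many as the real 1639, and the largest other count was 843, which excludes chance.

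The decile gap split the DO libraries by replicate number. Replicate 1 had -0.00126, -0.10 and -0.07, and replicate 2 -0.41, -0.49 and -0.26 (NaIO4 and TFEA, iodoacetamide, OsO4 and NH3). Same-numbered DO libraries may share input RNA across chemistries: their replicate differences correlated across genes at 0.205 or more in each of 3 pairs of chemistries, up to 0.247, against 0.0109 to 0.0251 under IH. Depth does not account for the split, since replicate 2 had 10.0% and 147% more reads in 2 chemistries but -12.1% in OsO4 and NH3. If input is shared, the 6 DO libraries are fewer independent samples than their number, which leaves the permutation tests between handlings too optimistic. The IH libraries are not shown to be independent either, since replicate 1 had more mismatches per 100 T of new exonic reads than replicate 2 in all 6 groups of both handlings. A biological difference between the inputs stays open and was not tested.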
